A study of Homo sapiens with 32 samples. Its data were reported in "NOTCH-mediated non-cell autonomous regulation of chromatin structure during senescence" (2018).

How the data were processed

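Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA that an antibody pulls down with a modified histone. The cells were IMR90 human diploid fibroblasts, an established lung fibroblast line, carrying an oncogenic HRAS fused to the oestrogen receptor, which 4-hydroxytamoxifen (4OHT) switches on. Growing cells had received no 4OHT, and cells in RAS-induced senescence (RIS) had received it for 6 days. Acetylated lysine 27 of histone H3 (H3K27ac), found at active promoters and enhancers, and monomethylated lysine 4 (H3K4me1), found at enhancers whether active or not, were each measured in 4 replicates per condition, giving 16 ChIP libraries in all and 8 per mark. Groups and replicate numbers were taken from the sample titles. The 16 input samples (sonicated chromatin without an antibody) were not analysed here.

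The authors mapped single-end reads to the human genome hg19 with BWA, removed poorly mapped reads, adapter sequence and regions on the ENCODE blacklist, and called peaks in each library separately with MACS2, with the extension size set to the fragment size estimated by ChIPQC. No replicates were pooled, so each library has its own peak list and replicates can be compared. For every peak the deposited list gives an interval, a fold enrichment at the summit, which is a ratio of the pileup to the local background, and the −log10 of the p-value and of the q-value as the authors' peak caller wrote them. These per-peak values are the authors' own. They were used to describe, rank or filter peaks within a list and to work out the depth and thin the reads as given below. Counts of peaks above a threshold, and rank correlations with GC content within a list, were then compared between libraries. The smallest −log10 q of a list lay between 1.30 and 1.35, so the lists end at a q of 0.05. Whether MACS2 was run with the input libraries as control was not stated for these lists.

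A peak list holds no read total, so the depth of each library was worked out from the values. MACS2 computes the fold as the pileup plus 1 over the expected pileup plus 1, and the p-value as a Poisson tail. With both values given for a peak, the pileup and its expectation were solved together. Whole-number pileups solved 100% of the peaks with a −log10 p under 60 in every list, within a tolerance of 0.0002. When −log10 p was moved at random, 0% to 0.1% of the peaks were solved. The lowest expectation in a list (the 0.001 quantile) is termed the background floor here. It is the number of extended fragments expected per base of the genome, which rises with the number of reads and with their extension length. Reads were thinned by drawing each summit's pileup from a binomial distribution down to the lowest floor of the 16 libraries, after which peaks with a −log10 p of at least 5 were kept with their original intervals, so the effect of depth on the width of a peak is not removed. Peaks with a −log10 p above 60 were not thinned. The lists with a −log10 p of at least 5 and no thinning serve as the reference for the threshold alone. The thinned lists correct for depth but not for how strongly an immunoprecipitation enriched its target.

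Autosomes and chromosome X entered the comparisons. No coordinate lay past the end of a chromosome of GRCh37, the assembly that hg19 names, and genes came from GENCODE release 44 on the coordinates of GRCh37. Intervals were handled with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 in Python 3.11.15. A high-confidence region was a merged interval with a peak in at least 2 of the 4 replicates of a condition, and intervals sharing at least 1 bp counted as overlapping. A RIS-only region was a region merged over all 8 libraries of a mark with a peak in all 4 RIS and no Growing library, and a Growing-only region the converse. An enhancer region was an H3K27ac high-confidence region overlapping an H3K4me1 one of the same condition. The Jaccard index of a pair of lists is the number of bases covered in both over the number covered in either. A peak was near a transcription start site (TSS) when it lay within 500 bp of one. Only start sites of protein-coding transcripts of protein-coding genes were counted. Overlap by chance was estimated from 100 random circular shifts along the chromosomes. The GC content is that of the reference sequence, in percent, averaged over peaks or regions.

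Values with 1 number per library were compared by a two-sided exact permutation test of the difference in means over all 70 assignments of the 8 libraries, which cannot give a p below 0.0286. The difference between the marks was tested over 4900 assignments, with labels permuted within each mark. Covered bases were counted in bins of 100 kb, scaled to the mean covered length of a mark's 8 libraries, and compared on the log2(covered bases + 1000) scale with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend). Bins with a mean of at least 1000 covered bases were tested, and called changed at a Benjamini-Hochberg adjusted p under 0.05, two-sided. A log2 change on this scale understates the change of sparsely covered bins. Benjamini-Hochberg adjustment was also made over all chromosomes and both marks, and over the list of fixed loci and both marks.

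The bin test was tested on simulated data drawn from the means and spreads of the real bins, with 200 bins changed by a log2 of 0.5 or 1 in either direction. For H3K27ac it recovered 183 of them among 13358 bins with 6 false calls, and for H3K4me1 140 of them among 18149 bins with 10 false calls. The region classes were tested on 50000 simulated regions per list, where all 200 planted RIS-only and all 200 planted Growing-only regions were recovered, with 87 false RIS-only and 62 false Growing-only regions. With 0 planted there were 74 and 79 false regions. The simulated bins had independent noise and were drawn after scaling, so the scaling step was not tested. The simulated regions had the same chance of a peak in both conditions. In the real data most H3K27ac bins were called changed and the RIS lists were longer. These false calls therefore do not give the error rate of the results.

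The replicate numbers are shared between the conditions, so it was checked whether they pair the libraries. The check was the correlation, across bins, of the deviations of same-numbered Growing and RIS libraries from their group means. For H3K4me1 these correlations were 0.181, 0.256, 0.125 and 0.392, and the numbers were taken to pair the libraries. The mean between libraries with different numbers was −0.0771. Deviations from a group mean cancel out within the group, which ties that mean to the same-numbered correlations. It is therefore no independent reference, and other matchings of the numbers were not tried. The labels say nothing of what the numbers stand for, so the pairing rests on these values. For H3K27ac the correlations were 0.0425, −0.0138, −0.0483 and 0.0789, and the numbers were not taken to pair the libraries. Fits with the replicate number as a block were run for both marks.

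The tests, the thresholds, the list of fixed loci and the rule for the items named were chosen before the data were examined. The rule names, per mark, the 3 bins with the largest rise and the 3 with the largest fall among changed bins in which all 4 RIS libraries lay on one side of all 4 Growing libraries, and the 2 RIS-only and 2 Growing-only regions whose worst rank by −log10 p among the 4 lists holding them was best. The fixed loci were GAPDH, IL1A, IL1B, IL6, CXCL8, CEBPB, HMGA1 and HMGA2, each with 20 kb on either side of the gene body. The alternatives tried were a −log10 q of at least 3, lists of equal length (the 50000 peaks with the highest −log10 p), regions with a peak in at least 3 replicates, regions built from bases covered in at least 2 replicates, overlap of at least 50% of a region, a pseudocount of 100 bases, all bins with a covered base, no scaling, bins of 1 Mb, the replicate block, and leaving out each library in turn. The lists with a −log10 p of at least 5, the thinned lists, and leaving out each library for the shares by chromosome and near a TSS, for GC content and for the fixed loci were added after the data were seen. So were the replicate block for the thinned peak numbers, for rank correlations with GC content, for the share near a TSS and the GC content of peaks, every alternative for H3K4me1 at H3K27ac regions in all 8 libraries, the shifts of lists of equal length, and the GC content with the share near a TSS held at its mean. Figures were drawn with matplotlib 3.10.9.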

Results

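To map where active chromatin marks lay in growing and senescent fibroblasts, H3K27ac and H3K4me1 were profiled by ChIP-seq in IMR90 ER:RAS cells. Growing cells, without 4OHT, were compared with RIS cells after 6 days of 4OHT, in 4 replicates per mark and condition. Each of the 16 ChIP libraries had 1 list of peaks called by the authors. The H3K27ac lists held 112836 to 118791 peaks in Growing and 138394 to 146259 in RIS libraries, and the H3K4me1 lists 237172 to 267869 in Growing and 304497 to 324244 in RIS libraries. Depth was read from the background floor, the number of extended fragments expected per base. The floor of the H3K27ac libraries was 1.67 ± 0.131 in Growing and 1.87 ± 0.141 in RIS cells (SD, n = 4 each, two-sided exact permutation p = 0.143). For H3K4me1 it was 1.71 ± 0.139 in Growing and 2.15 ± 0.333 in RIS cells (SD, n = 4 each, exact p = 0.0571). The deepest library, RIS H3K4me1 replicate 2, had a floor of 2.6, and the shallowest, Growing H3K27ac replicate 1, a floor of 1.5. A difference in peak numbers between the conditions is therefore given both as deposited and with the reads thinned to one depth.

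On the autosomes and chromosome X, Growing cells had 115771 ± 2638 H3K27ac peaks and RIS cells 140678 ± 3514 (SD, n = 4 each), a ratio of 1.22 (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 libraries can give). The alternative that moved this ratio most was thinning, which gave 98547 ± 3067 and 113025 ± 2495 peaks (SD, n = 4 each), a ratio of 1.15 with the same exact p of 0.0286. H3K4me1 peaks numbered 254756 ± 14427 in Growing and 314813 ± 8406 in RIS cells (SD, n = 4 each), a ratio of 1.24 (exact p = 0.0286). After thinning, the H3K4me1 ratio was 1.11 and the difference no longer exceeded the spread between replicates (exact p = 0.143), although RIS was higher in all 4 same-numbered pairs, by 1994 to 60572 peaks (sign-flip exact p = 0.125, the smallest that 4 pairs can give). H3K27ac peaks covered 81.3 ± 2.56 Mb in Growing and 101.2 ± 3.84 Mb in RIS cells (SD, n = 4 each, exact p = 0.0286). H3K4me1 peaks covered 164.0 ± 9.68 Mb in Growing and 197.9 ± 15 Mb in RIS cells (SD, n = 4 each, exact p = 0.0286), a ratio of 1.21. Without Growing H3K4me1 replicate 1 that ratio was 1.18, and without Growing H3K4me1 replicate 4 it was 1.20, each with an exact p of 0.0571 although all RIS libraries stayed above the Growing ones. In the thinned lists the covered length was higher in RIS by a ratio of 1.23 for H3K27ac and 1.15 for H3K4me1 (exact p = 0.0286 for each), but thinned peaks kept the intervals called at full depth, so an effect of depth on peak widths remains in these ratios.

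The median width of H3K27ac peaks was 400.4 ± 7.95 bp in Growing and 391 ± 4.35 bp in RIS cells (SD, n = 4 each, exact p = 0.114). Its direction depended on which peaks were compared, since among the 50000 peaks with the highest −log10 p of each list the RIS peaks were wider, by a ratio of 1.18 (exact p = 0.0286), and without Growing H3K27ac replicate 1 the ratio in the full lists was 0.969 (exact p = 0.0286). The median width of H3K4me1 peaks was 431 ± 41.0 bp in Growing and 415 ± 32.7 bp in RIS cells (SD, n = 4 each), which differed by less than the spread between replicates (exact p = 0.571). No difference between the marks in the rise in peak number was detected. The log2 ratio of RIS to Growing was 0.28 for H3K27ac and 0.31 for H3K4me1, a difference of 0.024 (exact p = 0.865 over 4900 assignments). That difference turned to −0.0096 without Growing H3K4me1 replicate 4.

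**Figure D1:**
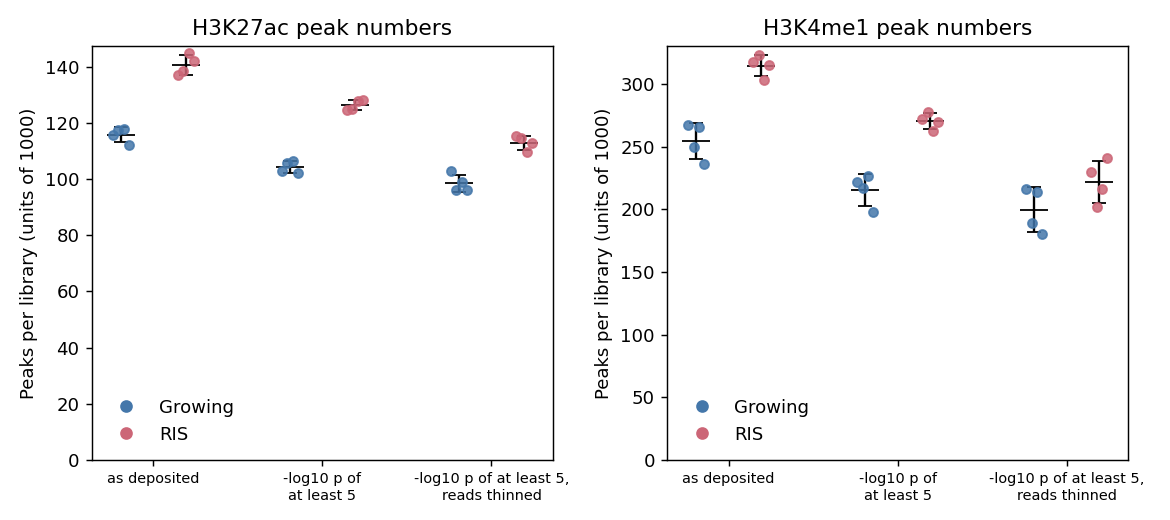
Peaks per library in units of 1000 on the autosomes and chromosome X, for the deposited lists, for peaks with a −log10 p of at least 5, and for the same threshold after the reads were thinned to the lowest background floor. Points are libraries (Growing, blue; RIS, red), bars the mean and SD of 4. The 4 RIS libraries lie above the 4 Growing libraries in each H3K27ac comparison, while the H3K4me1 libraries of both conditions overlap after thinning.

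The next comparison asked how far the same stretches of the genome were marked in both conditions. Peaks found in at least 2 replicates were merged into high-confidence regions, the criterion the study used. For H3K27ac there were 94689 such regions in Growing and 116331 in RIS cells. Merging both sets left 62224 regions in both conditions (49.2%), 19539 in Growing only (15.5%) and 44647 in RIS only (35.3%). For H3K4me1 there were 197356 regions in Growing and 248956 in RIS cells, of which 152526 merged regions were in both (62.5%), 23517 in Growing only (9.64%) and 67900 in RIS only (27.8%). Lists of equal length moved these numbers most. With 50000 peaks per list, 12064 H3K27ac regions were in RIS only and 9445 in Growing only, and 11235 H3K4me1 regions were in RIS only and 11681 in Growing only.

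Under the stricter requirement of a peak in all 4 libraries of one condition and in none of the other, 16119 of 182004 merged H3K27ac regions were RIS-only and 4287 were Growing-only, with 46241 regions present in all 8 libraries. The median width was 555 bp for RIS-only, 620 bp for Growing-only and 1493 bp for regions in all libraries. For H3K4me1, 11607 of 343287 merged regions were RIS-only, 2568 were Growing-only and 109704 were in all 8 libraries. The ratio of RIS-only to Growing-only regions was 3.76 for H3K27ac and 4.52 for H3K4me1. It fell to 3.1 and 2.39 after thinning, and to 1.54 and 1.21 with 50000 peaks per list. With 50000 peaks per list, the fits that each left out 1 Growing and 1 RIS library gave ratios of 1.41 to 1.55 for H3K27ac and 0.935 to 1.27 for H3K4me1, so the direction for H3K4me1 depended on the libraries included. Leaving out 1 library loosens the requirement, and both H3K4me1 counts rose in each of the 8 fits. RIS-only regions ran from 12855 to 17479, the highest without RIS H3K4me1 replicate 4. Growing-only regions ran from 2918 to 4101, the highest without Growing H3K4me1 replicate 4.

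All coordinates are on hg19. The H3K27ac RIS-only regions ranked highest in their lists lay in an intron of KIF16B (chromosome 20, 16329537 to 16332936; fold enrichment 37 to 45.1 over the 4 RIS libraries) and in an intron of ARSB (chromosome 5, 78190397 to 78193510; fold enrichment 33 to 36.5). The highest ranked H3K27ac Growing-only regions overlapped coding exons and untranslated sequence of LIMA1 (chromosome 12, 50578981 to 50583359; fold enrichment 17.3 to 24.6 over the 4 Growing libraries) and of BCL2L14 (chromosome 12, 12245868 to 12248135; fold enrichment 18.5 to 20.1). For H3K4me1, the RIS-only regions ranked highest were in introns of NTNG2 (chromosome 9, 135091831 to 135094162; fold enrichment 10.01 to 15.2) and KIF1A (chromosome 2, 241672168 to 241673375; fold enrichment 9.90 to 14.1). The Growing-only ones were in an intron of USP47 (chromosome 11, 11930372 to 11932781; fold enrichment 8.74 to 14.7) and over a coding exon of PRKCE (chromosome 2, 46230717 to 46232135; fold enrichment 6.49 to 9.72). These regions had a peak in all 4 libraries of their condition and in none of the other under each list tried, except that the PRKCE region had one in 2 Growing libraries among the 50000 highest peaks. Each of the 8 lay more than 500 bp from a TSS of a protein-coding gene, the nearest at 2676 bp (PRKCE). Start sites of other kinds of gene were not considered.

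Libraries of one condition shared more covered bases with each other than with those of the other condition. The mean Jaccard index of H3K27ac lists was 0.702 within Growing, 0.746 within RIS and 0.523 between the conditions. For H3K4me1 it was 0.637 within Growing, 0.66 within RIS and 0.544 between the conditions. Within-condition pairs exceeded between-condition pairs by 0.202 for H3K27ac and 0.104 for H3K4me1 (exact permutation p = 0.0286 for each, over the 35 splits of 8 libraries). The H3K27ac difference moved most with 50000 peaks per list, to 0.243, and the H3K4me1 difference most among the fits that left out 1 library, which ranged from 0.0903 to 0.113.

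**Figure D2:**
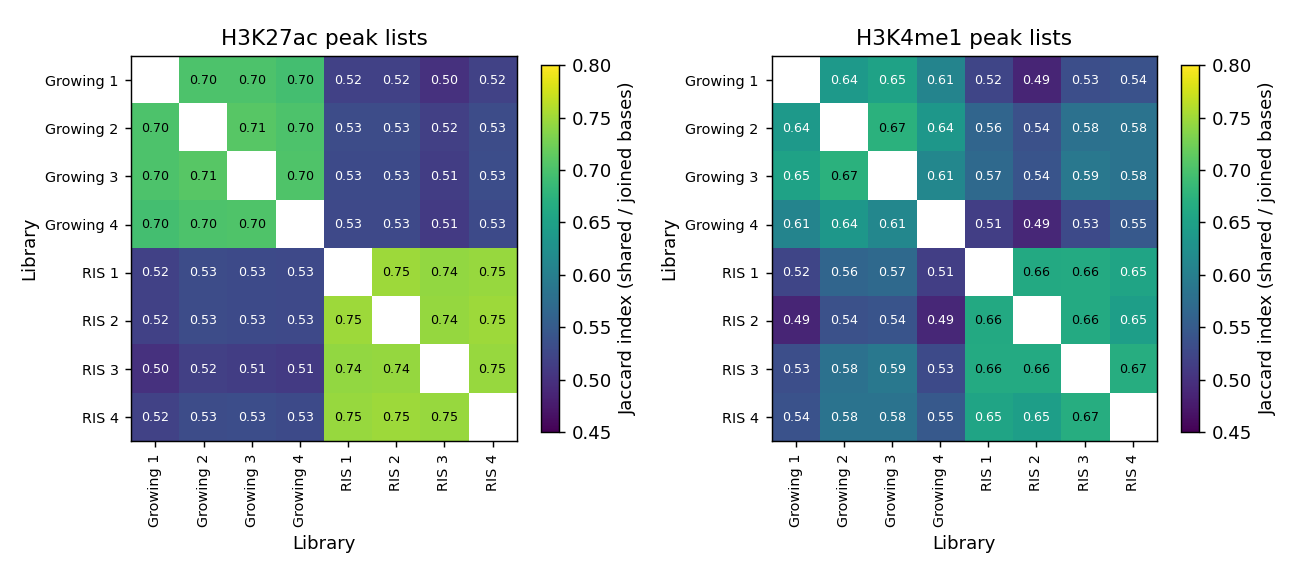
Jaccard index (bases covered in both lists over bases covered in either) for each pair of libraries of a mark, with both axes listing the 4 Growing and the 4 RIS libraries. H3K27ac pairs ranged from 0.5 to 0.532 between conditions and from 0.695 to 0.749 within them, and H3K4me1 pairs from 0.487 to 0.591 between and from 0.607 to 0.674 within.

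To see how the marks were redistributed along the chromosomes, covered bases were compared in bins of 100 kb after scaling each library to the mean covered length. Of 13358 H3K27ac bins tested with limma, 10000 changed at a Benjamini-Hochberg adjusted p under 0.05, 5199 of them higher and 4801 lower in RIS. The log2 change reached 1 in 1331 of the higher bins and −1 in 610 of the lower bins. Of 18149 H3K4me1 bins, 7668 changed, 4260 higher and 3408 lower, of which 369 and 98 reached that size. The balance of higher and lower bins depended on the scaling. Unscaled covered bases gave 7577 higher and 2540 lower bins for H3K27ac and 8232 higher and 946 lower bins for H3K4me1, with the median log2 change over all bins at 0.26 for each mark against 0.0098 (H3K27ac) and 0.029 (H3K4me1) after scaling. The changes reported here are therefore relative to the total covered by each mark. The alternatives that moved the counts most were bins of 1 Mb, with 2021 changed H3K27ac and 1108 changed H3K4me1 bins, and the 50000 highest peaks per list, with 1910 changed H3K4me1 bins of 100 kb. In 13217 bins tested for both marks, the log2 changes had a Pearson correlation of 0.71 across bins, which are not independent replicates. Of 4829 bins that changed in both marks, 4592 changed in the same direction and 237 in opposite directions.

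Among the H3K27ac bins, the largest rise was in the bin at 71900001 to 72000000 of chromosome 1, which overlaps NEGR1 and the long non-coding RNA gene ZRANB2-DT, where RIS libraries had 14.2 ± 2.01 kb covered and no Growing library had a peak (SD, n = 4, log2 change 3.78, SE 0.080, limma adjusted p = 5.61e-13). It was followed by a bin at 147000001 to 147100000 of chromosome 2 that overlaps no protein-coding or long non-coding RNA gene (log2 change 3.61) and by the bin at 77600001 to 77700000 of chromosome 16, which overlaps the long non-coding RNA gene LINC02131 (log2 change 3.54). The largest fall was at 134200001 to 134300000 of chromosome 2, overlapping NCKAP5, from 12.8 ± 1.12 kb in Growing to 0.146 ± 0.102 kb in RIS cells (SD, n = 4 each, log2 change −3.77, SE 0.080, limma adjusted p = 5.61e-13). The next were a bin with no such gene at 22500001 to 22600000 of chromosome 13 (log2 change −3.26) and the bin at 12200001 to 12300000 of chromosome 12, which overlaps BCL2L14 and LRP6 (log2 change −2.70) and includes the BCL2L14 region given above.

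Among the H3K4me1 bins, the largest rise was in a bin with no protein-coding or long non-coding RNA gene at 29700001 to 29800000 of chromosome 1, from 0.232 ± 0.236 kb in Growing to 10.5 ± 3.16 kb in RIS cells (SD, n = 4 each, log2 change 3.07, SE 0.18, limma adjusted p = 4.02e-07). Bins overlapping GALNT18 (chromosome 11, 11500001 to 11600000; log2 change 2.24) and PREX1 (chromosome 20, 47300001 to 47400000; log2 change 2.23) followed. The largest fall was in a bin without such a gene at 53200001 to 53300000 of chromosome 2, from 3.68 ± 0.66 kb to 0.0828 ± 0.166 kb (SD, n = 4 each, log2 change −2.23, SE 0.15, limma adjusted p = 1.7e-06). The bin over SOX6 (chromosome 11, 16100001 to 16200000; log2 change −1.92) and the bin at 22500001 of chromosome 13 that also lost H3K27ac (log2 change −1.61) came next. These 12 bins kept their direction and an adjusted p under 0.05 in each alternative run on them.

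Enhancers were taken, as in the study, as regions carrying both marks. There were 84283 enhancer regions in Growing cells, 89.0% of the H3K27ac high-confidence regions, and 106564 in RIS cells, 91.6% of them. Merging gave 56037 enhancer regions in both conditions, 17285 in Growing only and 42032 in RIS only. With 50000 peaks per list the numbers were 27657 in Growing and 25767 in RIS cells, so that the order was the opposite. Per library, 85.9 ± 0.159% of H3K27ac peaks in Growing and 89.3 ± 0.485% in RIS cells lay on an H3K4me1 high-confidence region of the same condition (SD, n = 4 each, two-sided exact permutation p = 0.0286). Peaks were shifted for replicate 1 of each condition only, and overlapped in 10.8% of cases in Growing and 12.8% in RIS cells. This comparison did not hold across alternatives. The RIS share was lower by 5.28 points with 50000 peaks per list (a difference of −5.28 points, exact p = 0.0286), and without RIS H3K4me1 replicate 2 the difference was 0.495 points (exact p = 0.171) in place of 3.40.

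Whether regions that differed in H3K27ac carried H3K4me1 in the other condition was asked of libraries that had not been used to define the regions. At H3K27ac RIS-only regions, 66.6 ± 3.63% had an H3K4me1 peak in Growing libraries and 90.1 ± 2.32% in RIS libraries (SD, n = 4 each, exact p = 0.0286). The overlap expected from shifted regions was 9.57% and 11.5%. Among the 50000 highest peaks of each list these shares were lower, at 33.4 ± 2.92% in Growing and 49.96 ± 2.22% in RIS libraries (SD, n = 4 each, a difference of 16.6 points, exact p = 0.0286), against 4.21% and 4.35% for shifted regions. At H3K27ac Growing-only regions, 90.2 ± 0.827% had an H3K4me1 peak in Growing libraries and 76.7 ± 3.44% in RIS libraries (SD, n = 4 each, exact p = 0.0286), against 9.77% and 11.6% for shifted regions. At H3K27ac regions found in all 8 libraries, 91.1 ± 1.24% and 93.4 ± 1.27% carried H3K4me1 (SD, n = 4 each), a difference of 2.38 points (exact p = 0.0857) that was above 0 in all 4 same-numbered pairs (sign-flip exact p = 0.125, the smallest that 4 pairs can give). The shares with 50000 peaks per list were 58.7 ± 1.42% and 55.5 ± 1.31% (SD, n = 4 each), a difference of −3.14 points in the other direction (exact p = 0.0286). The differences at RIS-only and Growing-only regions were 23.5 and −13.5 points. They moved most when at least 50% of a region had to be covered, to 34.2 points, and with 50000 peaks per list, to −25.9 points, respectively.

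**Figure D3:**
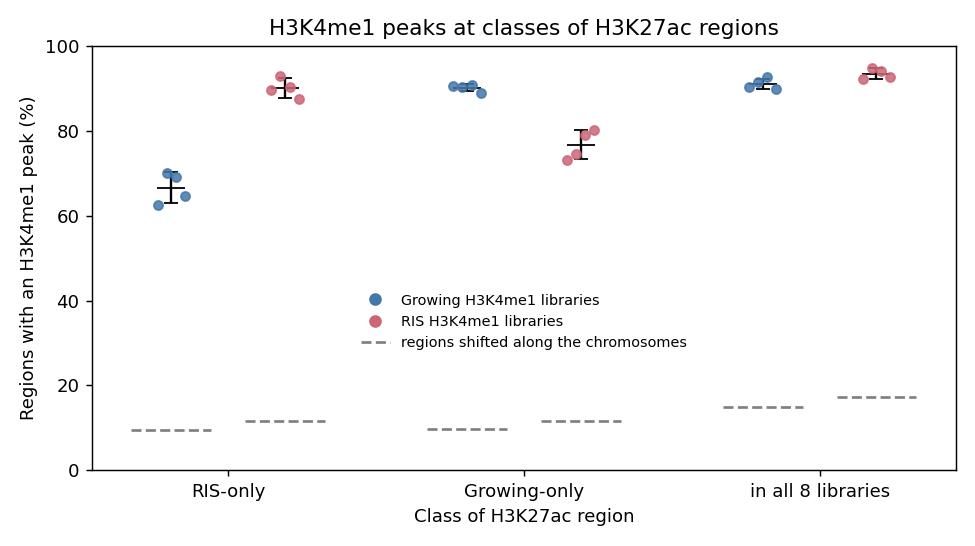
Percent of H3K27ac regions that carried an H3K4me1 peak, by class of region. Points are H3K4me1 libraries (Growing, blue; RIS, red), bars the mean and SD of 4, and dashed lines the mean over 100 circular shifts. RIS-only regions stand at 66.6% in Growing against 90.1% in RIS libraries and Growing-only regions at 90.2% against 76.7%, all far above the shifted regions.

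A smaller share of H3K27ac peaks lay within 500 bp of a TSS in RIS cells, at 13.4 ± 0.333%, than in Growing cells, at 15.7 ± 0.203% (SD, n = 4 each, two-sided exact permutation p = 0.0286). The number of H3K27ac peaks near a TSS was 18216 ± 236 in Growing and 18834 ± 176 in RIS cells, and the number away from one 97555 ± 2432 and 121844 ± 3483 (SD, n = 4 each, exact p = 0.0286 for each). After thinning, the numbers near a TSS were 17407 ± 304 and 17607 ± 260 (SD, n = 4 each, exact p = 0.343) and those away from one 81140 ± 2796 and 95417 ± 2272 (SD, n = 4 each, exact p = 0.0286), so that only the rise away from a TSS remained. The difference in share moved most with 50000 peaks per list, where it was −1.001 points, with the same exact p. For H3K4me1 the shares were 7.14 ± 0.323% in Growing and 6.81 ± 0.303% in RIS cells (SD, n = 4 each, exact p = 0.2). All 4 same-numbered pairs were lower in RIS, by −0.393 to −0.204 points (sign-flip exact p = 0.125, the smallest that 4 pairs can give), so the unpaired test does not rule out a small difference. Its direction reversed after thinning (0.183 points, exact p = 0.571) and with 50000 peaks per list (2.47 points, exact p = 0.0857). Of the H3K27ac regions, 3.98% of RIS-only, 3.06% of Growing-only and 29.0% of those in all 8 libraries were near a TSS. The order of RIS-only (6.08%) and Growing-only regions (8.44%) was the opposite with 50000 peaks per list.

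The mean GC content of H3K27ac peaks was 48.0 ± 0.322% in Growing and 47.4 ± 0.218% in RIS cells (SD, n = 4 each, exact p = 0.0286), against 40.9% for the sequenced bases of the genome. All 4 RIS libraries lay below the 4 Growing libraries, a difference of −0.621 points. In 6 of the 8 fits that left out 1 library the exact p was 0.0571, at differences of −0.705 to −0.492 points (Growing H3K27ac replicates 1 and 3 and each of the 4 RIS libraries), a value that 3 against 4 libraries can give with the groups still fully apart. H3K4me1 peaks had a mean GC content of 45.8 ± 0.757% in Growing and 46.4 ± 0.261% in RIS cells (SD, n = 4 each, exact p = 0.143), and without Growing H3K4me1 replicate 3 the difference was 0.932 points (exact p = 0.0286). H3K27ac RIS-only and Growing-only regions had a mean GC content of 44.6% each, 0.0821 points apart, and regions in all 8 libraries had 48.5%. Without Growing H3K27ac replicate 2 the difference between RIS-only and Growing-only regions was −0.481 points, and without Growing H3K27ac replicate 4 it was −0.524 points. H3K4me1 RIS-only regions had 46.6%, Growing-only regions 41.6% and regions in all 8 libraries 45.7%. The H3K4me1 difference between RIS-only and Growing-only regions, 5.03 points, was 6.00 points without Growing replicate 3 and 3.21 points without Growing replicate 4. With 50000 peaks per list it was 7.33 points.

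The share of peaks by chromosome was compared over 23 chromosomes and both marks. None of the 46 tests had an adjusted p under 0.05 (lowest adjusted p 0.119, exact permutation test), and 11 had an unadjusted p under 0.05. Lists of equal length gave 0 tests past the adjusted threshold and 20 with an unadjusted p under 0.05. Since the smallest p of 4 against 4 libraries is 0.0286, 46 tests leave little room for an adjusted p under 0.05. In percentage points, the largest change in H3K27ac was on chromosome 1 (0.411 points), which held 8.78 ± 0.0907% of peaks in Growing and 9.19 ± 0.0213% in RIS cells (SD, n = 4 each, exact p = 0.0286 before and 0.119 after adjustment). As a ratio of RIS to Growing, chromosomes X (1.07) and 8 (1.06) rose more than chromosome 1 (1.05).

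Finally, covered length was compared at 8 loci fixed in advance, genes of the inflammatory secretome (IL1A, IL1B, IL6, CXCL8), its regulator CEBPB, the architectural proteins HMGA1 and HMGA2, and GAPDH as an unrelated gene. Adjusted over the list alone and both marks, 0 of 16 tests reached an adjusted p of 0.05, with the lowest at 0.0653, and 7 had an unadjusted exact p of 0.0286, with the 4 RIS libraries above the 4 Growing libraries. These were H3K27ac at IL1A, IL1B, CXCL8, CEBPB, HMGA1 and HMGA2, and H3K4me1 at CEBPB. H3K4me1 was also higher in RIS in all 4 same-numbered pairs at IL1A, IL1B, IL6, HMGA1 and HMGA2, but not at GAPDH or CXCL8. After thinning this still held at IL1B and HMGA1. At IL1A, IL6 and HMGA2 not every pair was higher in RIS once the reads were thinned. No paired test was run at the loci, so the unpaired test does not rule out a rise there. With 50000 peaks per list, mean H3K4me1 was lower in RIS at IL1A, IL1B, IL6 and HMGA2. The CEBPB differences did not hold across alternatives. The H3K27ac ratio there was 1.04 with 50000 peaks per list (exact p = 0.543). The H3K4me1 difference there had an exact p of 0.0857 after thinning and of 0.0571 with a −log10 q of at least 3. With 50000 peaks per list its direction reversed, to a ratio of 0.524 (exact p = 0.0571). The loci were not scaled to the total covered length, which for H3K27ac rose by a ratio of 1.24. Relative to that total, H3K27ac rose more at HMGA2 (1.62), IL1B (1.38) and IL1A (1.36), as much at CEBPB (1.24) and less at HMGA1 (1.16) and CXCL8 (1.096). The placement of HMGA1 and CEBPB depended on the list, since among the 50000 highest peaks, where the total rose by a ratio of 1.18, HMGA1 rose more (1.25) and CEBPB less (1.04). Covered length measures breadth and not the strength of the signal. In the full lists the mean number of H3K27ac peaks fell at CXCL8 (10.5 to 4.25), HMGA1 (8.75 to 5) and IL1B (18.25 to 14). It rose at HMGA2 (67.5 to 94), CEBPB (4.25 to 8.5) and slightly at IL1A (27.5 to 28). A smaller rise in length therefore does not show a smaller gain of the mark. At HMGA2 (chromosome 12, 66218240 to 66360071, with flanks a window of 181.8 kb), H3K27ac covered 37.7 ± 3.04 kb in Growing and 61.0 ± 5.94 kb in RIS cells (SD, n = 4 each, adjusted exact p = 0.0653). At IL1B (chromosome 2, 113587328 to 113594393) it covered 23.4 ± 0.855 kb in Growing and 32.4 ± 0.792 kb in RIS cells (SD, n = 4 each, adjusted exact p = 0.0653). At IL1A (chromosome 2, 113531502 to 113542070), whose window does not overlap that of IL1B, the values were 18.9 ± 1.37 kb and 25.8 ± 1.59 kb (SD, n = 4 each, adjusted exact p = 0.0653). At GAPDH (chromosome 12, 6643678 to 6647540) H3K27ac covered 17.1 ± 0.338 kb and 17.5 ± 0.333 kb (SD, n = 4 each, exact p = 0.143, adjusted p = 0.176), and at IL6 (chromosome 7, 22765503 to 22771621) 14.9 ± 0.687 kb and 16.4 ± 0.984 kb (SD, n = 4 each, exact p = 0.0571, adjusted p = 0.0914). The IL6 libraries of the conditions no longer overlapped among the 50000 highest peaks, at 11.9 ± 0.268 kb and 13.1 ± 0.851 kb (SD, n = 4 each, exact p = 0.0286, adjusted p = 0.0762).

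**Figure D4:**
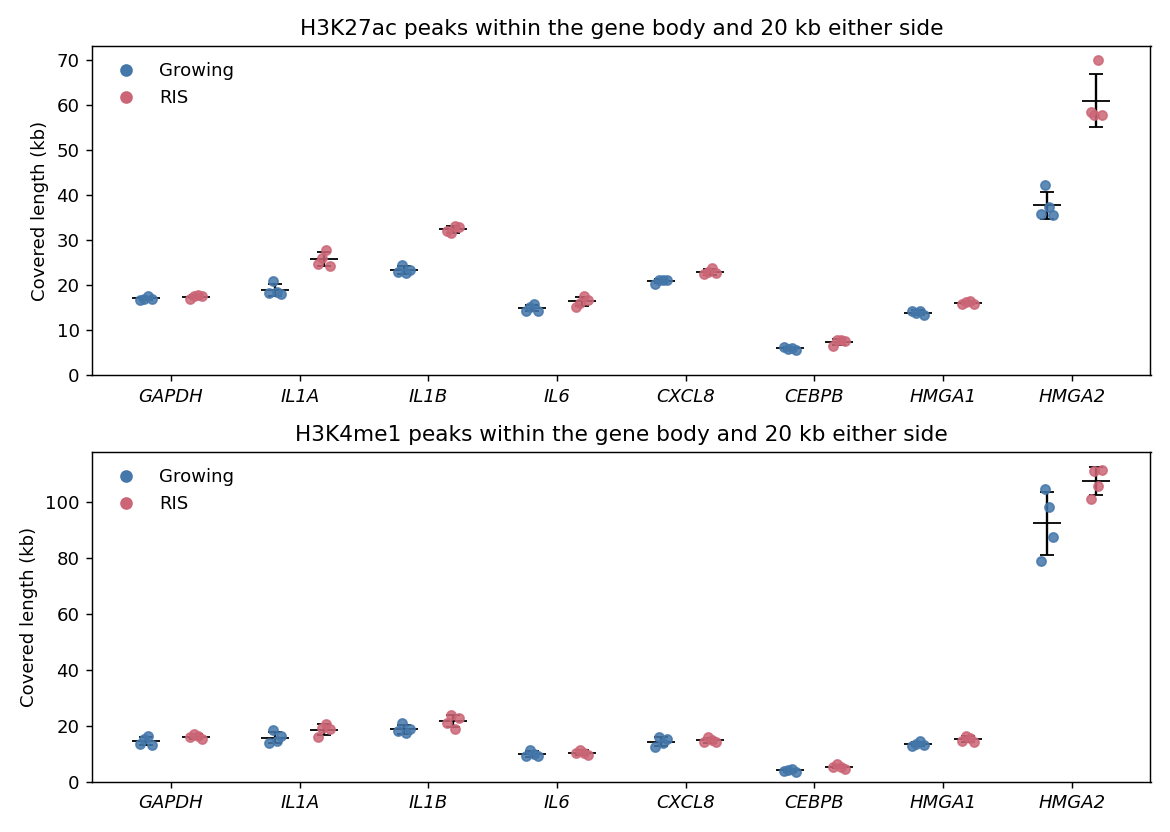
Length covered by H3K27ac (top) and H3K4me1 (bottom) peaks, in kb, at 8 fixed loci, each the gene body with 20 kb on either side. Points are libraries (Growing, blue; RIS, red), bars the mean and SD of 4. H3K27ac at HMGA2 stands at 37.7 kb in Growing and 61.0 kb in RIS cells, with RIS replicate 3 at 69.9 kb apart from the other 3, and GAPDH at 17.1 and 17.5 kb.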

Values the study reported

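The study measured chromatin accessibility by ATAC-seq in cells of the same kind, a different assay from the histone marks analysed here. It reported 83,920 consensus peaks of accessibility in growing cells and 145,649 in RIS cells. Relative to growing cells it found 44,556 regions that opened in RIS and 9603 that closed.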

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

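The tests of depth, of enrichment and of a mixture for Growing H3K4me1 replicate 3, the test of GC bias on the difference between the marks, and the thinned lists used for the loci were chosen only after the result was seen.

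Growing H3K4me1 replicate 3 stood apart from the other 3 Growing H3K4me1 libraries in peaks outside the autosomes and chromosome X. It had 95 peaks on chromosome Y against 53 to 60, and 1089 peaks on contigs outside the main chromosomes against 512 to 557, which is 0.408% of its peaks against 0.205% to 0.222%. Its gap to the nearest library exceeded Dixon's critical value for 4 libraries in each case. In all, 80 groups of 4 libraries were examined in this way and 7 held a library past that value, where chance gives about 5%. Greater depth is argued against by its background floor of 1.66, which lay within the 1.55 to 1.87 of the other 3. Stronger enrichment stays open and may contribute, since it held 5009 peaks with a −log10 p of at least 60, where the others held 92 to 708. A mixture with RIS chromatin would place it at a like distance between Growing and RIS libraries in each measure. It stood among the RIS libraries in peaks on chromosome Y (94 to 113) and on contigs (794 to 1134), and above them in the percent on contigs (0.249% to 0.359%). Yet of the regions with a peak in all RIS and in none of the other 3 Growing libraries it held 20.1%, where the others held 9.70% to 16.5% of theirs, a gap under Dixon's critical value. RIS libraries left out in turn held 71.7% to 91.6% of such regions. This argues against a mixture as the whole cause. The design sets no replicate apart, so no biological explanation was tested.

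At 4 loci, 1 library of a group stood apart in the length covered by H3K27ac. At IL1A, Growing replicate 2 had 21.0 kb and the other Growing libraries 18.0 to 18.4 kb. At CXCL8, Growing replicate 1 had 20.3 kb and the others 21.1 to 21.3 kb. At CEBPB, RIS replicate 1 had 6.53 kb and the others 7.62 to 7.85 kb, and at HMGA2, RIS replicate 3 had 69.9 kb and the others 57.8 to 58.4 kb. If depth were the cause, thinning would bring the gap to the nearest library, as a share of the range, under Dixon's critical value. It did so at CXCL8 (0.0713), at CEBPB (0, where the library was no longer the lowest) and at HMGA2 (0.750), so depth may account for these 3, although HMGA2 in RIS replicate 3 was still the longest at 59.9 kb against 50.6 to 52.9 kb. At IL1A the share after thinning was 0.919, which argues against depth as the cause through the number of peaks called. An effect of depth on peak widths stays open there, because thinned peaks kept their intervals. Enrichment of single libraries was not tested at the loci, and the design gives no biological explanation for 1 replicate.

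A small signal lay outside the chromosomes that were compared. Chromosome Y held 0.0456 ± 0.00212% of H3K27ac peaks in RIS and 0.0276 ± 0.00370% in Growing libraries (SD, n = 4 each; two-sided exact permutation p = 0.0286), or 64.8 ± 4.43 and 32.3 ± 4.79 peaks. Summed over the 8 libraries, 67.3% of the peaks on chromosome Y lay in the end it shares with chromosome X, up to position 2649520 (2699520 on X). In that shared end there were 281 H3K27ac peaks on X and 261 on Y, and 80.8% of those on X had a partner at the matching place on Y. For H3K4me1, 90.04% of the peaks on chromosome Y lay there, with 610 on X and 606 on Y, and 75.1% of those on X had a partner. This is consistent with reads that match both copies equally well having been kept and placed on either, although poorly mapped reads were stated to have been removed. That would explain the presence of peaks in the shared end, not the difference between the conditions. It does not cover the peaks elsewhere on chromosome Y, whose presence was not tested. Longer lists in RIS are argued against as the whole cause of the H3K27ac difference, because among the 50000 highest peaks of each complete list RIS libraries still had more on chromosome Y, 17.5 ± 1.91 against 13.5 ± 1.29 (SD, n = 4 each; a difference of 4 peaks, exact p = 0.0286). The peaks are few, a difference in enrichment was not tested on them, and a difference between Growing and RIS chromatin stays open as untested.

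Contigs outside the main chromosomes held 0.796 ± 0.0219% of H3K27ac peaks in RIS and 0.687 ± 0.0537% in Growing libraries (SD, n = 4 each; exact p = 0.0286). Among the 50000 highest peaks of each list the numbers were 317 ± 15.2 and 284 ± 20.8 (SD, n = 4 each), a difference of 33.25 peaks that no longer exceeded the spread between replicates (exact p = 0.0571). The longer lists in RIS may therefore account for this difference. A difference in enrichment, or between the chromatin of the conditions, stays open as untested.

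The effect of RIS on the GC content of peaks differed between the marks, falling in H3K27ac and rising in H3K4me1, by 1.29 points (exact permutation p = 0.00612 over 4900 assignments, adjusted p = 0.0306 over 5 measures). Leaving out 1 library gave differences of 0.955 to 1.55 points, with an exact p of 0.000408 to 0.0192. GC bias of the libraries is a candidate explanation. It was examined at regions with a peak in all 8 libraries of a mark. There the highest −log10 p of a region's peaks, without thinning, was rank-correlated with GC content. The correlation changed between the conditions by 0.175 more in H3K4me1 than in H3K27ac (exact permutation p = 0.0412). Among Growing H3K4me1 libraries that correlation ran from −0.0147 in replicate 4 to 0.286 in replicate 3, and among RIS H3K4me1 libraries from 0.280 to 0.312. A true difference in the sequences that gain and lose each mark in RIS stays open as untested.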

How the results depend on the processing

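The lists with a −log10 p of at least 5, the thinned lists, and the fits that left out 1 library for the shares near a TSS and by chromosome, for GC content and for the loci, the block for thinned peak numbers, the share near a TSS and the GC content of peaks, and every alternative for H3K4me1 at H3K27ac regions in all 8 libraries were chosen only after the result was seen.

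Of 832 alternatives computed over 75 results, 756 kept the direction and the side of the threshold, or stayed within the replicate spread or within 1.5 times the count. Of the others, 22 fell short of the threshold that the deposited lists passed, 3 passed a threshold the deposited lists did not, 16 changed direction and 35 moved. The Jaccard differences passed in all runs, which did not include the pairing below. H3K4me1 at H3K27ac RIS-only and Growing-only regions passed in all runs except under that pairing. The 12 named bins kept direction and call in all runs.

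Taking the replicate number as a block, by a sign-flip test of the 4 pairs, cannot give a p below 0.125, so each value tested this way falls short of the threshold by construction. Among results past it in the deposited lists without the block, this applies to the ratios of peak number and covered length. These were 1.22 and 1.24 for H3K27ac, and 1.24 and 1.21 for H3K4me1. It applies as well to the share of H3K27ac peaks on H3K4me1 regions (3.40 points) and near a TSS (−2.34 points). The GC content of H3K27ac peaks (−0.621 points) and H3K4me1 at H3K27ac RIS-only (23.5 points) and Growing-only regions (−13.5 points) are affected likewise. After thinning, it applies to the H3K27ac ratio of peak number (1.15). The thinned H3K4me1 ratio (1.11) had not passed without the block either (exact p = 0.143). In the limma fit, where the block leaves enough libraries, it gave 9907 changed H3K27ac bins (9808 shared with the 10000 without the block) and 8910 changed H3K4me1 bins (7660 shared with the 7668). The lower H3K4me1 share near a TSS (−0.323 points) and the more frequent H3K4me1 at H3K27ac regions in all 8 libraries (2.38 points) had the same sign in all 4 pairs and an exact p of 0.125, the lowest possible, so the test leaves both open. Among H3K4me1 libraries the GC content of peaks rose in 3 of the 4 pairs (exact p = 0.25). The block was not run on the Jaccard index, the shares by chromosome or the loci.

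Thinning the reads to one depth took the H3K4me1 ratio of peak numbers to 1.11 (exact p = 0.143). It turned the median widths to ratios of 1.04 for H3K27ac and 1.05 for H3K4me1, the difference between the marks in the log2 ratio of peak numbers to −0.045, and the H3K4me1 share near a TSS to 0.183 points. The threshold alone did not turn the widths (ratios of 0.982 and 0.950 with a −log10 p of at least 5 and no thinning), and the cause was not tested further. H3K4me1 regions in RIS only numbered 42877, and H3K4me1 RIS-only regions 5430. Depth thus limits the H3K4me1 results most, where the floors of the conditions differed by a ratio of 1.26.

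Keeping the 50000 highest peaks of each list lowered the counts by construction. High-confidence regions numbered 44889 in Growing and 45286 in RIS cells for H3K27ac (31455 in both, 9445 in Growing only, 12064 in RIS only) and 48263 and 48887 for H3K4me1 (34475, 11681 and 11235). RIS-only regions fell to 5659 for H3K27ac and 1379 for H3K4me1, and H3K4me1 Growing-only regions to 1140. Enhancer regions numbered 27657 in Growing and 25767 in RIS cells, and changed H3K4me1 bins 1910. The ratio of H3K4me1 covered length was 1.04 (exact p = 0.457). The ratios of median width were 1.18 for H3K27ac and 1.03 for H3K4me1, the share of H3K27ac peaks on H3K4me1 regions differed by −5.28 points the H3K4me1 share near a TSS by 2.47 points and H3K4me1 at H3K27ac regions in all 8 libraries by −3.14 points (exact p = 0.0286), each in the other direction than in the full lists. RIS-only minus Growing-only GC content was −0.534 points for H3K27ac and 7.33 points for H3K4me1. H3K4me1 covered length changed direction at GAPDH (−1.51 kb), IL1A (−1.18 kb), IL1B (−0.512 kb), IL6 (−0.340 kb), CEBPB (−0.780 kb) and HMGA2 (−5.37 kb), none with an unadjusted exact p under 0.05. The cause was not tested.

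A −log10 q of at least 3 gave a ratio of H3K27ac median width of 0.970 (exact p = 0.0286). Requiring peaks over at least 50% of a region gave 10234 RIS-only and 2086 Growing-only regions for H3K27ac and 4042 and 676 for H3K4me1. Building regions from bases covered in at least 2 replicates gave 44084 H3K4me1 regions in Growing only and 107109 in RIS only. Bins of 1 Mb gave 2021 changed H3K27ac and 1108 changed H3K4me1 bins, fewer bins being tested. Each list held 1 interval per peak, so counting every row moved the number of peaks by the chromosomes left out alone.

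With 3 against 4 libraries the exact p can be 0.0571 while the groups stay fully apart, as they did for H3K4me1 covered length and the GC content of H3K27ac peaks, so falling short in these fits does not show that the difference rests on the library left out. Across the 8 fits that each left out 1 library, the ratio of H3K27ac median width ran from 0.969 to 0.984 (past the threshold without Growing replicate 1, 0.969) and that of H3K4me1 covered length from 1.17 to 1.24 (not past it without Growing replicate 1, 1.18, or replicate 4, 1.20). H3K4me1 RIS-only regions ran from 12855 to 17479 (the highest without RIS replicate 4) and Growing-only regions from 2918 to 4101 (the highest without Growing replicate 4), since fewer lists have to hold a region. Across 16 fits the difference between the marks in the log2 ratio of peak numbers ran from −0.0096 (without Growing H3K4me1 replicate 4) to 0.048, and the share of H3K27ac peaks on H3K4me1 regions from 0.495 points (without RIS H3K4me1 replicate 2) to 5.83 points. H3K4me1 at H3K27ac regions in all 8 libraries differed by 1.89 to 2.89 points, with an exact p of 0.0571 or more. The GC content of H3K27ac peaks differed by −0.723 to −0.492 points, 6 of 8 fits having an exact p of 0.0571, and that of H3K4me1 peaks by 0.334 to 0.932 points (past the threshold without Growing replicate 3, 0.932). RIS-only minus Growing-only GC content ran from −0.524 (without Growing replicate 4, and −0.481 without Growing replicate 2) to 0.383 points for H3K27ac, and from 3.21 (without Growing replicate 4) to 6.00 points (without Growing replicate 3) for H3K4me1. The cause of these changes was not tested.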

Other observations

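The tests of depth and of list length on peak numbers, region classes, H3K4me1 at RIS-only regions and the share near a TSS, the paired tests, the GC content with that share held fixed, the shifts with 50000 peaks per list, and the pairs of Growing H3K4me1 libraries were chosen only after the result was seen.

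The split into Growing and RIS libraries stood apart from every other split of the same libraries. For H3K27ac, 1 of the 35 splits of the 8 libraries gave as many changed bins as the 10000 of the real one, and the largest other split gave 0. For H3K4me1 it was also 1 of the 35 splits, with 7668 bins against 0. Among the 8 splits that part all same-numbered pairs, with the block, 1 gave as many changed H3K4me1 bins (8910), and the others, which exchange conditions within some of the pairs, gave 0 at most. Counting regions with a peak in all 4 libraries of one side and none of the other, 1 of the 35 splits gave as many as the 20406 H3K27ac regions, with 213 in the largest other split, and 1 of the 35 gave as many as the 14175 H3K4me1 regions, with 927 in the largest other.

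More peaks in RIS than in Growing libraries could come from deeper RIS libraries. For H3K27ac the ratio stayed at 1.15 after thinning (exact p = 0.0286), which argues against depth as the whole cause. For H3K4me1 the ratio was 1.11 and no longer exceeded the spread (exact p = 0.143), so depth may account for that difference. RIS was still higher in all 4 same-numbered pairs, by 1994 to 60572 peaks (sign-flip exact p = 0.125, the smallest that 4 pairs can give), so a difference beyond depth is not ruled out. Strength of enrichment is not removed by thinning. Peaks with a −log10 p of at least 60 numbered 10401 to 12892 in Growing and 18908 to 20440 in RIS H3K27ac libraries, and 92 to 5009 and 1126 to 4671 in the H3K4me1 libraries. Better immunoprecipitation in RIS and more acetylated chromatin in RIS would both give the H3K27ac values, and neither was tested.

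The excess of RIS-only over Growing-only regions could reflect depth or longer lists. For H3K27ac the ratio was 3.1 after thinning and 1.54 with 50000 peaks per list, and it stayed above 1.41 when 1 Growing and 1 RIS library were left out, which argues against either as the whole cause. For H3K4me1 the ratio was 2.39 after thinning, which argues against depth alone. With 50000 peaks per list it was 1.21, and leaving out 1 library of each condition gave 0.935 to 1.27, so the H3K4me1 excess cannot be told apart from an effect of longer lists in RIS. A true gain of marked regions in RIS stays open as untested.

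H3K4me1 was more frequent in RIS than in Growing libraries at H3K27ac RIS-only regions, and depth was tested as a cause. After thinning the difference was 21.8 points (exact p = 0.0286), which argues against depth as the whole cause. Growing libraries still carried H3K4me1 at 66.6% of these regions, against 9.57% for shifted ones. With 50000 peaks per list the share was 33.4%, against 4.21% for shifted ones, so how many regions carried the mark depends on the length of the lists. A candidate explanation is that part of the regions which gained H3K27ac were already marked in Growing cells. An effect of enrichment on the difference between the conditions was not tested.

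The smaller share of H3K27ac peaks near a TSS in RIS could also follow from depth, since deeper libraries add weak peaks away from genes. After thinning the difference was −2.09 points (exact p = 0.0286), which argues against depth as the whole cause. An effect of enrichment, and a spread of H3K27ac to gene-distal sites in RIS, stay open as untested. Fewer peaks near a TSS might in turn lower the GC content of H3K27ac peaks. Away from a TSS the difference in GC content was −0.290 points (exact p = 0.229), between a full loss and no loss of the −0.621 points over all peaks. Near a TSS, where a changed share cannot act, the mean was 58.8 ± 0.206% in Growing and 58.3 ± 0.246% in RIS cells (SD, n = 4 each), a difference of −0.524 points with 1 RIS library inside the Growing range (exact p = 0.0571). With the share near a TSS held at its mean in every library the difference was −0.324 points (exact p = 0.171). A change in GC content thus cannot be told apart from the change in the share near a TSS.

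The H3K4me1 RIS-only regions were richer in GC than the Growing-only regions by 5.03 points. GC bias between the libraries was tested at 109704 regions with a peak in all 8 libraries. There the highest −log10 p of a region's peaks, without thinning, was rank-correlated with GC content. The mean correlation was higher in RIS by 0.168 (exact p = 0.0571) and higher in all 4 same-numbered pairs (sign-flip exact p = 0.125, the smallest that 4 pairs can give). With 1 Growing library inside the RIS range this cannot be told apart from a difference in which sequences carry the mark. Libraries of one condition also differed. Between the peaks that each of 2 Growing H3K4me1 libraries had and the other lacked, the gap in mean GC content ran from 0.826 to 8.45 points over the 6 pairs, and was below the 5.03 points between the classes in 4 of them. The widest was between replicates 3 (49.3%) and 4 (40.9%).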
